# Host plant driven transcriptome plasticity in the salivary glands of the cabbage looper (*Trichoplusia ni*)

**DOI:** 10.1371/journal.pone.0182636

**Published:** 2017-08-08

**Authors:** Loren J. Rivera-Vega, David A. Galbraith, Christina M. Grozinger, Gary W. Felton

## Abstract

Generalist herbivores feed on a wide array of plants and need to adapt to varying host qualities and defenses. One of the first insect derived secretions to come in contact with the plant is the saliva. Insect saliva is potentially involved in both the pre-digestion of the host plant as well as induction/suppression of plant defenses, yet how the salivary glands respond to changes in host plant at the transcriptional level is largely unknown. The objective of this study was to determine how the labial salivary gland transcriptome varies according to the host plant on which the insect is feeding. In order to determine this, cabbage looper (*Trichoplusia ni*) larvae were reared on cabbage, tomato, and pinto bean artificial diet. Labial glands were dissected from fifth instar larvae and used to extract RNA for RNASeq analysis. Assembly of the resulting sequencing reads resulted in a transcriptome library for *T*. *ni* salivary glands consisting of 14,037 expressed genes. Feeding on different host plant diets resulted in substantial remodeling of the gland transcriptomes, with 4,501 transcripts significantly differentially expressed across the three treatment groups. Gene expression profiles were most similar between cabbage and artificial diet, which corresponded to the two diets on which larvae perform best. Expression of several transcripts involved in detoxification processes were differentially expressed, and transcripts involved in the spliceosome pathway were significantly downregulated in tomato-reared larvae. Overall, this study demonstrates that the transcriptomes of the salivary glands of the cabbage looper are strongly responsive to diet. It also provides a foundation for future functional studies that can help us understand the role of saliva of chewing insects in plant-herbivore interactions.

## Introduction

Generalist insects feed on a wide array of plants and thus are exposed to a diversity of plant nutritional qualities, as well as different secondary metabolites [1]. Generalist insects have evolved mechanisms to cope with plant defenses, including behavioral avoidance of resistant plants, metabolism of toxic compounds, and even suppression of the induced defenses through the release of suppressive effectors during feeding [2–5]. Mechanisms by which generalist insects cope with the defensive compounds of different plants have been evaluated. Most of these studies have focused on midgut responses due to its known role in digestion and detoxification [6,7]. However, insects interact with host plant tissue well before digestion is initiated. In fact, the first insect secretion that interacts with plant tissue during feeding is the insect's saliva[8]. In caterpillars, saliva arises from the labial and mandibular glands [9]. Labial saliva is released through the spinneret, which is external to the oral cavity and thus allows saliva to be released on the plant before ingestion. Saliva from chewing insects may play a role in digestion, detoxification, immunity and suppression of plant defenses [9,10] and may represent the insect’s first line of defense against plant secondary compounds.

Plants, on the other hand, are able to differentiate between mechanical wounding and herbivory damage [11], which indicates the recognition of insect specific molecules by the plant. Insect oral secretions (mix of regurgitant and saliva) have been found to induce plant defenses [12–14]. Some of the elicitors of plant defense identified in caterpillar oral secretions include: fatty-acid amino acid conjugates[15], a beta-glucosidase[16], inceptin[17], and a porin-like protein[18]. However, the role of saliva specifically has not been thoroughly studied. To date, salivary molecules from chewing insects known to play a role in plant-insect interactions include: ATP-utilizing enzymes[4] and glucose oxidase[3].

Glucose oxidase is the most well studied salivary enzyme in caterpillars. Glucose oxidase produced by the salivary glands of *Helicoverpa zea* caterpillars has been found to suppress plant defenses in tobacco [3]. Glucose oxidase synthesis and secretion varies according to host plant or diet as well as the dietary carbon to protein ratio [19–21]. This provides some evidence of plasticity in the salivary glands of chewing insects in response to different diets and host plants. However, the effect of host plants in the overall salivary composition of chewing insects requires further study. Plasticity is the ability of an organism to express different phenotypes depending on the environment [22, 23]. These changes can be either biotic or abiotic: host plant, temperature, light conditions, presence of predators, etc. The environmental changes can be continuous such as in the case of temperature or discrete as in the case of different host plants for a generalist insect [24].

We chose the system of cabbage looper (*Trichoplusia ni*) feeding on cabbage (*Brassica oleracea* var capitata) and tomato (*Solanum lycopersicum*) to study the overall transcriptomic changes that occur in the salivary glands of a generalist, chewing insect when feeding on different host plant species. Cabbage looper is a generalist herbivore from the lepidopteran family Noctuidae. The larvae feed on more than 50 plant species from several families [25]. Although it preferentially feeds on plants of the Brassicaceae family, it is also considered a pest for plants from the Solanaceae, Convolvulaceae, Cucurbitaceae families, among others. Because of its broad host range, the cabbage looper is exposed to a wide range of defensive compounds including general defenses such as phenolics, alkaloids and terpenes, protease inhibitors, polyphenol oxidases and other defensive proteins, as well as the more specific defenses found in Brassicaceae such as glucosinolates [26,27]. It is critical for the larvae to be able to detoxify each of these defenses, which may involve different mechanisms. Since continuously expressing its full arsenal of defensive responses would presumably be energetically costly, we hypothesize the responses of the cabbage looper larvae must be plastic in order to allow it to utilize a broad range of host plant species. A recent study has shown remodeling of the midgut transcriptome in the cabbage looper when feeding on different hosts [28]; however, whether such plasticity is also present in the salivary glands of this insect is still unknown. We hypothesize the salivary glands of the cabbage looper are plastic and respond to different host plants at the transcriptomic level. To test this hypothesis, we reared the larvae on tomato, cabbage, and artificial diet (control) and then analyzed the overall gene expression in the salivary glands using RNASeq technology.

## Materials and methods

### Plants and insects

Cabbage looper (*Trichoplusia ni*) eggs were purchased from BioServ Inc (Flemington, NJ). Larvae were reared entirely on two host plants: tomato (*Solanum lycopersicum* var. Better Boy) and cabbage (*Brassica oleracea* var capitata ‘Platinum Dynasty’), and pinto-bean artificial diet [29]. Whole plants were used instead of clippings and food was never limited to the insects. Colonies were kept at 23°C in 16:8 Light:Dark conditions. Tomato and cabbage plants were grown in the greenhouse under a 16:8 L:D cycles and fertilized as needed. Days to pupation for 60 caterpillars reared on each treatment were measured.

### RNA isolation and sequencing

Fifth instar larvae were allowed to feed for at least 1 day after molt, and then collected from the different treatments (tomato, cabbage and artificial diet). Samples were always collected early in the afternoon from larvae actively feeding. Salivary glands were dissected in chilled PBS buffer and immediately placed in liquid nitrogen and stored at -80°C until further processing. Each sample contained a pool of 10 pairs of salivary glands. Total RNA was extracted using the QIAGEN RNeasy kit (Valencia, CA) following the manufacturer’s protocol. Sample quality and quantity were assessed and validated using the Agilent bioanalyzer (Agilent Technologies, Inc; Santa Clara, CA). Samples were submitted to the Genomics Core Facility at The Pennsylvania State University to be sequenced using the Illumina HiSeq 2500 (San Diego, CA). Three biological replicates per treatment were sequenced for a total of nine samples. A barcoded library was made from each sample using the Illumina TruSeq Stranded mRNA Library Prep Kit (#RS-122-2101) according to the manufacturer's protocol. The concentration of each library was determined by RTqPCR and an equimolar pool of the libraries was sequenced on the Illumina HiSeq 2500 in Rapid Run Mode using 100 nt single read.

### Transcriptome analysis

Transcriptome sequencing reads were processed with Trimmomatic v0.32 [30], removing low quality reads, adaptor sequences, and reads with more than 5% unknown bases. A set of non-redundant transcripts was generated *de novo* using Trinity v2.1.0 using the default parameters [31]. The processed reads were aligned to this reference transcriptome using Tophat v2.0.10 [32]. Read counts for each transcript were imported into R v3.0.2 for further analyses. Transcripts with low read counts (<10 across all samples) were removed from further analyses. The data was normalized using a trimmed mean of M-values (TMM) method [33] and tested for differential expression using a generalized linear model in EdgeR v3.4.2 [33]. Transcripts were considered to be significantly differentially expressed when FDR < 0.05. Pairwise comparisons of the three treatments were performed to identify the effects of the three different diets on salivary gland gene expression. The generated transcripts were annotated using a reciprocal best hit BLAST [34] approach to identify *Bombyx mori* orthologs. These orthologs were then used for a gene ontology (GO) analysis using DAVID v6.7 [35]. Functional categories were then clustered by parent GO terms using REVIGO [36]. The same samples used for RNA-Seq were later used for validations using real time quantitative PCR. Sequence reads and assembled transcripts generated from this study have been deposited in the Gene Expression Omnibus [37] with accession number GSE101549.

### Real time quantitative PCR

Real time quantitative PCR (RTqPCR) was used to validate results from the bioinformatic analysis. One μg of RNA was used to synthesize cDNA using the High Capacity cDNA Reverse Transcription kit following manufacturer’s protocol (Applied Biosystems, Inc; Grand Island, NY). Primers were designed for 9 of the differentially expressed genes along with 4 other genes involved in detoxification (S1 Table). 

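All 13 contigs that S1 Table lists are in the deposited assembly, and all 13 have read counts. Each forward and each reverse primer of S1 Table was found in its own contig and in no other component. The primers of each contig enclose an amplicon of 181 to 219 bases. Relative expression from the qPCR is not among the data used here.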

All reactions were done using Power SYBR Green PCR Master Mix and ran on a 7500 Fast Real-Time PCR System (Applied Biosystems, Inc; Grand Island, NY). Relative expression for each gene was quantified using the ΔΔCt method [38], and normalized using GAPDH. Actin was also assessed as potential reference gene. GAPDH was the most stable gene across samples. Standard curves using serial dilutions and melting curves were performed to calculate primer efficiency (E = 10^^(-1/slope)^-1) and confirm the presence of single amplicon.

### Role of saliva in detoxification

For validation of the role of salivary glands in detoxification, third instar larvae were transferred to tomato plants from *def*-1 (*Defenseless*-1) mutants and Castlemart variety–background for *def*-1 [39]. Def-1 mutants are affected in the octadecanoid pathway and because of this, they do not respond to insect damage. Plants were grown under same conditions as previously described. Salivary glands were dissected from fifth instar larvae allowed to feed for at least 24 h post molting and used for RTqPCR as previously described. Genes analyzed were: catalase, glutathione-S-transferase, protease, proteinase inhibitor, cytochrome P450, and UDP-glycosyl transferase (S1 Table).

### Statistics

Differences in days to pupation were determined using ANOVA followed by a separation of means using a Tukey post-hoc test at p<0.05. Differences in gene expression using RTqPCR were analyzed using the nonparametric test Mann-Whitney U test. For statistics of transcriptome analyses refer to Transcriptome section described above. Heatmaps were made using the heatmap3 package from R. All statistics were done using R software.

## Results and discussion

Generalist insects feed on a wide array of plants and because of this, they are exposed to a diversity of primary and secondary compounds. Understanding this ability to establish on so many different plants has long been the aim of chemical ecologists. Both behavioral and physiological adaptations have been reported in cabbage loopers that could allow them to cope with the myriad of plant defenses to which they are exposed [2,40]. For example, changes in midgut transcriptome have been reported in the cabbage looper when feeding on defended and undefended hosts [28]. This plasticity might also be present in other tissues in the insect. Saliva is one of the first secretions to come in contact with the plant during feeding and so it could be playing an important role in an insect’s ability to successfully feed on a host. The main goal of this study was to determine the overall transcriptomic changes that occur in the salivary glands of the generalist cabbage looper when it feeds on different hosts.

We established a transcriptome library for the salivary glands of the cabbage looper. We sequenced three biological replicates for three treatments (cabbage fed, tomato fed, and artificial diet fed) for a total of 9 samples. 

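Each of the 9 samples was RNA from 10 pairs of salivary glands, pooled, of larvae in the fifth instar reared on cabbage, tomato or artificial diet, with 3 replicates per diet. The deposited counts give, for each sample, how many reads the authors assigned to each component of their assembly, without normalization. The authors had trimmed the reads, assembled them with Trinity, aligned them to the assembly with TopHat and removed components with few reads. Counts remain for 12874 components, with a lowest total of 18 over the 9 samples. The total per sample ranged from 14931589 to 16492568 on cabbage, from 14310206 to 15188706 on artificial diet and from 11159023 to 12918064 on tomato. The 10 most abundant transcripts of a sample took 42.1% to 50.5% of its counts on tomato and 29.5% to 34.3% on the other diets. How reads that match several components were counted is not stated in the paper's text, so the values of near-identical transcripts are uncertain. Here, counts were normalized with edgeR's TMM method, and each pair of diets was compared by edgeR's quasi-likelihood test on the 6 samples of those diets. P-values were adjusted by the Benjamini-Hochberg method over the 12874 transcripts, and transcripts with an adjusted p under 0.05 were called differentially expressed. Values of single transcripts are normalized CPM from edgeR, as mean ± SD of 3 samples. Between replicates of the same diet, counts differed by more than counting error. The median chi-square of a replicate pair, over transcripts with at least 200 counts in the pair, lay between 1.12 and 8.03, where counting error alone gives 0.455.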

The number of reads generated from each sample ranged from 25,714,877 to 28,381,856. The Trinity assembly generated 38,082 transcripts that corresponded to 30,082 'Trinity genes' (a collection of related transcripts–S2 Table). These were clustered into 14,037 components, out of which, 7,913 corresponded to *Bombyx mori* orthologs based on a reciprocal best-hit blast approach. 

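The deposited assembly holds 29868 sequences with 42077561 bases in all. Each has a component identifier of its own, so component means such an identifier here, and the file holds more of these than the 14037 components after clustering. Their lengths run from 201 to 32759 bases, with a median of 462, a mean of 1409 and an N50 of 3669 bases. The GC content is 41.4%. In 3232 sequences (10.8%), a stretch of 60 bases occurs more than once. The 12874 sequences with read counts have a median length of 1166 bases and an N50 of 2833 bases.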

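The total count of a transcript over the 9 samples had a median of 552, with quartiles of 153 and 2373. Ortholog names are known here for part of these transcripts. The copy of S3 Table used holds the first 1998 of its 7911 entries, and 1420 of those have read counts. Together with the names in the parts of S4 Table at hand, 1988 counted transcripts carry the name of a *Bombyx mori* ortholog. The names taken from S4 Table all come from its lists of differentially expressed transcripts. The share of named transcripts that changed is therefore not an estimate for the whole library. No enrichment test was run on these names.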

(S3 Table).

### Cabbage looper grows at different rates on different host plants

Plant quality can be measured several ways. A common way is by measuring carbon or carbohydrates, nitrogen or protein, and secondary compounds [41]. Though it is normally assumed that higher nitrogen means better quality, the origin of this nitrogen is not specific. This means that it could come from a source that is not beneficial or available for the insect. Furthermore, the effect of protein and secondary compounds is context dependent [42]. For example, some plant defenses might have a toxic effect on insects in the presence of higher protein quality [43], which is counterintuitive. In this respect, a better measurement is to actually measure the effect the plant has on the insect i.e. growth, fecundity, mortality, etc. Here, we measured how long it took larvae to reach pupation along with mortality when feeding on each host plant (Fig 1).

**Fig 1:**
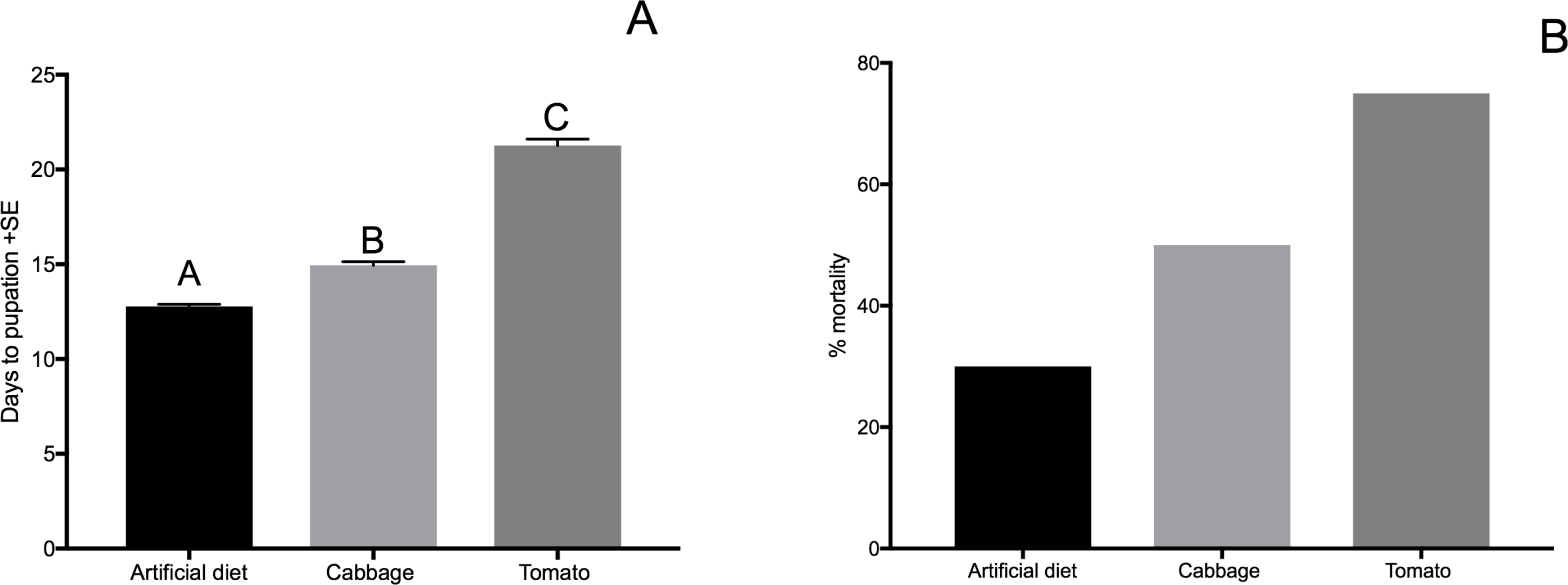
Effect of different diets on the growth of cabbage looper (*Trichoplusia ni*). **A**. Days to pupation of cabbage looper reared on three treatments–cabbage, tomato, and pinto bean artificial diet. An ANOVA was done followed by Tukey post hoc test at p<0.05 to determine statistical differences. F(2,178) = 465, pvalue<0.0001. **B.** Percentage mortality of larvae on each diet.

The cabbage looper, even though considered a generalist, commonly grows faster when feeding on plants from the Brassicaceae family. However, it is still able to complete its cycle in plants from other families. There is evidence that this difference in growth is in part due to the different secondary chemistries of the hosts [28]. However, there may also be nutritional differences mediating these responses: Herde and Howe (2014) demonstrated reduced growth of caterpillars on mutant tomato plants versus mutant Arabidopsis plants, even though the plants were mutated to reduce defense responses, thus indicating an effect due to something other than induced defenses.

Cabbage loopers were reared on cabbage, tomato and artificial diet. Treatments had a significant effect on the number of days required for larvae to reach pupation. Larvae that were reared on the artificial diet and cabbage reached pupation in approximately 13 and 15 days, respectively; whereas, larvae reared on tomato required an average of 23 days to reach pupation (Fig 1A). Also, a higher percentage of larvae died when feeding on tomato compared to cabbage and artificial diet (Fig 1B). Because of the differential growth of the caterpillars and percentage mortality on cabbage versus tomato, we refer to cabbage as a "high quality host" and tomato as a "poor quality host".

### Transcriptomes of cabbage looper salivary glands are extensively remodeled according to host plant species

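Between cabbage and artificial diet, 781 of the 12874 transcripts (6.07%) passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 442 of them higher on cabbage and 339 lower. On the 14037 components that the paper gives for the library this is 5.56%. The median size of the log2 fold change among the 781 transcripts was 0.73, and 273 of them changed at least 2-fold. At an unadjusted p under 0.05 there were 2818 transcripts. For all 781, the 3 samples on one diet lay above the 3 on the other. Over all transcripts this held for 26.9%, where chance alone gives 10%. The count was 324 when all 9 samples shared one fit. It fell to 379 without artificial diet replicate 4, 386 without artificial diet replicate 3, 482 without cabbage replicate 1 and 499 without cabbage replicate 2.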

When comparing gene expression of salivary glands from larvae reared in cabbage (high quality host) against those in artificial diet (control), only 630 (4% of the total transcripts) transcripts were significantly differentially expressed, with 366 transcripts being upregulated and 264 downregulated. A much larger proportion of transcripts were significantly differentially expressed in the glands of larvae reared on tomato (low quality host) compared to larvae reared on artificial diet, where 4,318 transcripts (representing 31% of the total transcripts) were differentially expressed, with 2,386 being upregulated and 1,932 downregulated. 

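In the comparison of tomato with artificial diet, 4166 transcripts (32.4% of 12874, or 29.7% of 14037 components) passed the same threshold, 2260 higher and 1906 lower on tomato. Their median absolute log2 fold change was 1.01, and 2129 changed at least 2-fold. An unadjusted p under 0.05 was reached by 5571 transcripts. Samples of the 2 diets did not overlap in 4061 of the 4166, and in 46.5% of all transcripts. Leaving out a single sample gave between 2381 and 5399 transcripts, with 2381 without artificial diet replicate 3 and 2530 without artificial diet replicate 4. By DESeq2, the number called on tomato was 4.25 times the number on cabbage, the lowest ratio among the alternatives run on all samples.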

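Larvae on cabbage and larvae on tomato were also compared directly. The test called 2618 transcripts (20.3% of 12874, or 18.7% of 14037 components), with 1221 higher and 1397 lower on cabbage. Of these, 1214 changed at least 2-fold, and the median absolute log2 fold change was 0.96. The samples of both diets lay fully apart in 2593 of the 2618. This count depended most on single samples. It was 686 without cabbage replicate 2, 789 without cabbage replicate 1, 985 without tomato replicate 3, 1081 without tomato replicate 2 and 4352 without tomato replicate 4.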

Finally, in the cabbage to tomato comparison, 1,100 transcripts were upregulated on cabbage fed larvae and 1,466 downregulated for a total of 2566 differentially expressed transcripts representing 18% of the total transcripts (Fig 2). Nine genes were chosen for validations of RNASeq results using RTqPCR. 

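Among the 13 contigs of S1 Table, 21 of 39 comparisons passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 23 did, but the authors chose these genes in part from the same samples, so this is not independent evidence. Against artificial diet, 10 contigs were higher and 2 lower on tomato, and 3 were higher on cabbage. Aquaporin (comp155308) was at 3.65 ± 2.02 CPM on tomato and 0.544 ± 0.331 on artificial diet, a log2 fold change of 2.73 (standard error 0.53, adjusted p = 0.0046). Peroxidase (comp12985) was at 6.07 ± 1.40 CPM on tomato, 14.6 ± 3.95 on artificial diet and 21.1 ± 2.34 on cabbage. Its log2 fold change was -1.25 for tomato against artificial diet (standard error 0.25, adjusted p = 0.0050) and 1.79 for cabbage against tomato (standard error 0.19, adjusted p = 0.0013). Thiol peroxidase (comp6532) fell on tomato from 63.5 ± 1.00 to 38.6 ± 2.54 CPM, a log2 fold change of -0.72 (standard error 0.12, adjusted p = 0.0028). Hsp90 (comp5870) was higher on cabbage, at 2031 ± 83.8 CPM against 1034 ± 86.8, a log2 fold change of 0.97 (standard error 0.09, adjusted p = 2.7e-04). In tomato replicate 4 it stood at 2629 CPM, against 783 and 961 in the other tomato samples, and without that sample its cabbage to tomato comparison also passed. The rise of Hsp90 on cabbage passed neither the likelihood ratio test nor one fit of all 9 samples. The changes on tomato of peroxiredoxin (comp14252, log2 fold change 0.54), glutathione peroxidase (comp15858, 0.47) and serine/threonine kinase (comp11663, 0.53) no longer passed when any artificial diet sample, tomato replicate 2 or tomato replicate 3 was left out, or with library totals alone, a setting chosen after seeing the data. The likelihood ratio test did not call peroxiredoxin or glutathione peroxidase there, and DESeq2 did not call the kinase. With 1 sample left out in turn, the number of comparisons past the threshold lay between 14 and 23. It was 14 without tomato replicate 3.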

Out of the 27 comparisons made (3 per gene), only 5 did not correlate between the RNASeq and real time qPCR results (S1 Fig).

**Fig 2:**
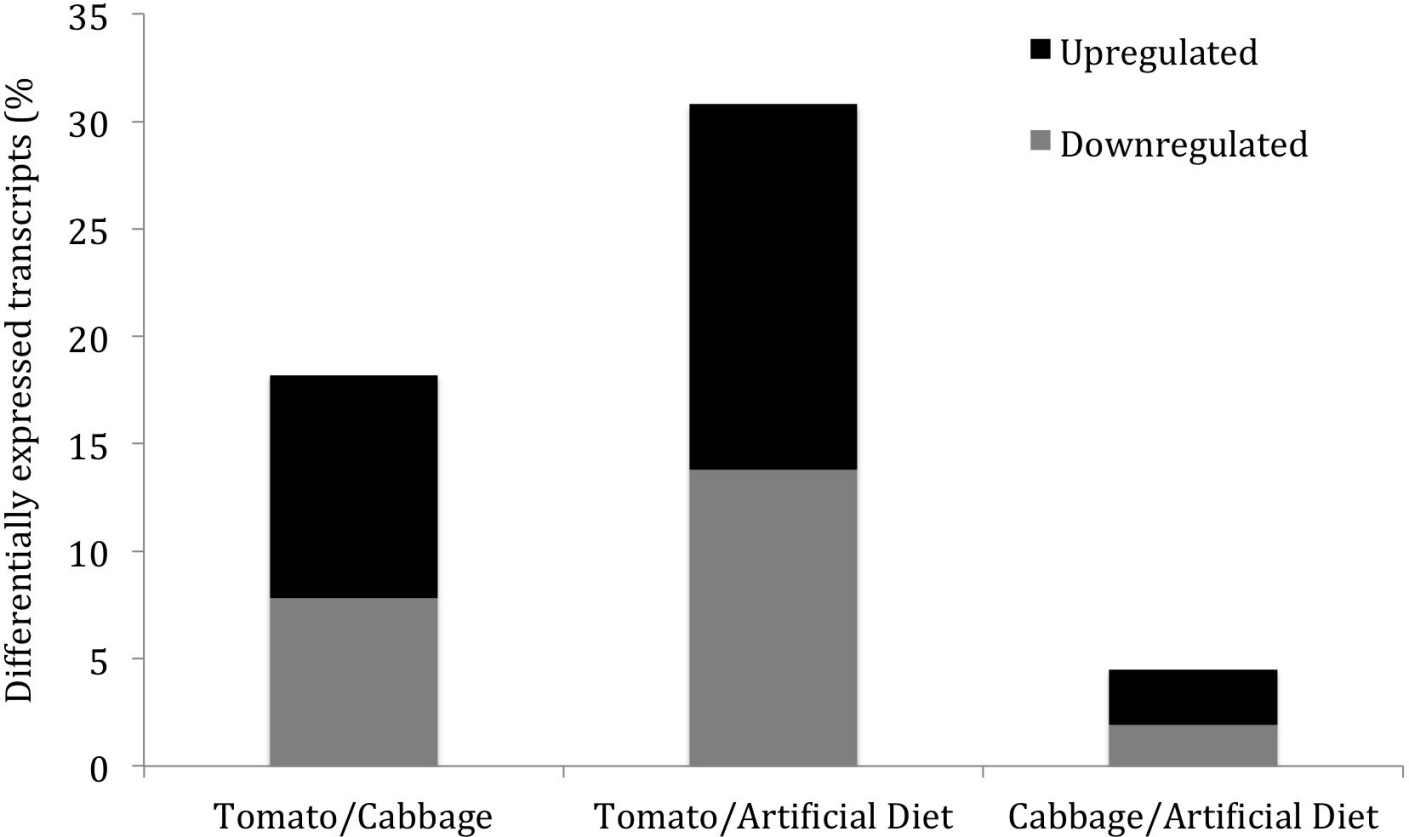
Percentage of differentially expressed genes from total transcriptome library for three comparisons–Tomato vs. Cabbage, Tomato vs. Artificial diet, and Cabbage vs. Artificial diet. Black indicates upregulated genes and grey indicate downregulated genes for each comparison.

Clustering analysis of all the genes revealed that the transcription profiles of salivary glands of larvae fed on cabbage and artificial diet were similar to each other, while the profile of the glands of tomato-fed larvae were extensively different (S2 Fig). 

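Distances between samples were computed over all 12874 transcripts on TMM-normalized log2 CPM with a prior count of 2. The mean Euclidean distance was 75.5 ± 11.0 (SD over 9 sample pairs) between cabbage and artificial diet, 101 ± 9.50 between cabbage and tomato and 111 ± 8.36 between tomato and artificial diet. The distance between cabbage and artificial diet was 0.682 of that between tomato and artificial diet. Within a diet, replicates lay 53.7 apart on artificial diet, 66.6 on cabbage and 77.9 on tomato on average. Under average linkage, cabbage replicates 1 and 2 joined the artificial diet samples at 68.4, cabbage replicate 3 joined these at 84.6, and the tomato samples joined last, at 105.8. With complete linkage the tomato samples also formed a cluster of their own. The ratio of distances was 0.769 with the 500 most variable transcripts. With 1 minus the Pearson correlation as the distance it was 0.461. That measure scales as a squared distance, so 0.461 cannot be set beside 0.682 directly. The first principal component held 46.6% of the variance. From the clustering the paper concludes that the profiles on cabbage and artificial diet are similar and that the profile on tomato is extensively different.

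**Figure D1:**
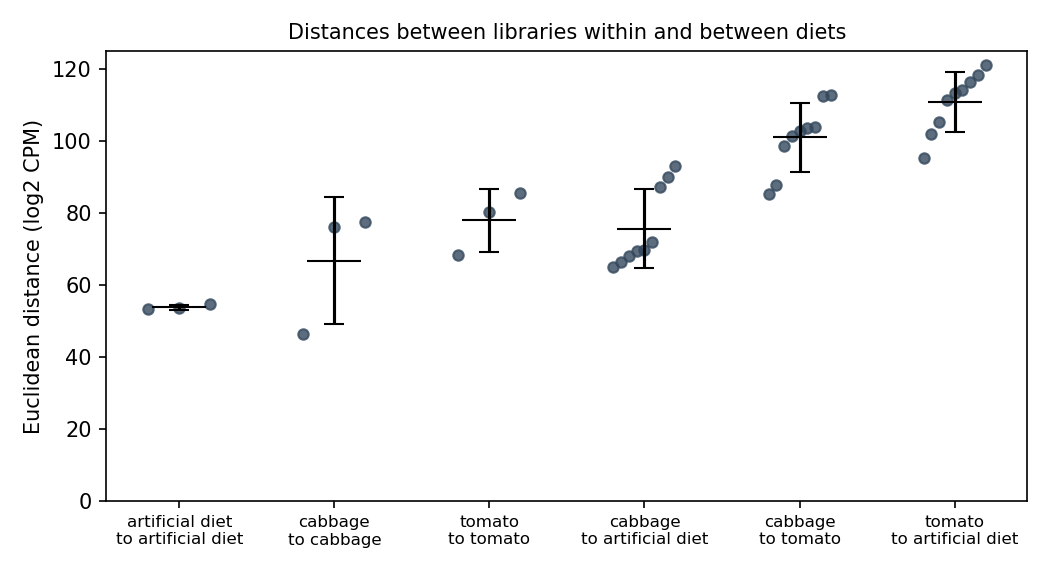
Euclidean distances between samples in log2 CPM (vertical axis) for pairs of samples within and between diets (horizontal axis). Each point is a pair of samples, and bars give the mean and SD. Pairs of tomato with artificial diet have the highest mean, 111.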

The greatest changes were observed in the salivary glands of tomato-fed insects, which were also the insects that had the slowest growth. This plasticity in a generalist insect is consistent with a previous study that observed changes in the transcriptome of the generalist two-spotted spidermite (*Tetranychus urticae*) when it fed on tomato plants. 

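The largest changes were taken among called transcripts with a mean of at least 1 CPM and no overlap between diets, and p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On tomato against artificial diet, comp3346, which has no name here, fell from 1058 ± 218 to 2.1 ± 1.1 CPM, a log2 fold change of -9.03 (standard error 0.40, adjusted p = 3.0e-06). Silk fibroin light chain (comp13590) fell from 9862 ± 1490 to 26.7 ± 15.1 CPM, a log2 fold change of -8.53 (standard error 0.49, adjusted p = 8.3e-06). The largest rise was in comp10150, also without a name, from 3.66 ± 0.465 to 25420 ± 34047 CPM, a log2 fold change of 12.76 (standard error 2.23, adjusted p = 0.0029). It had 297, 532691 and 156904 counts in the 3 tomato samples, and 36.2% of 1187 residues aligned between its reading frame and that of comp9356, which is also unnamed, are identical. A cytochrome b5-like transcript (comp9122) rose from 4.18 ± 0.638 to 1319 ± 1122 CPM, a log2 fold change of 8.30 (standard error 0.90, adjusted p = 2.6e-04). It was also the largest fall on cabbage against tomato, a log2 fold change of -6.98 (standard error 0.96, adjusted p = 0.0039). On cabbage against artificial diet, a proton-coupled amino acid transporter (comp9139) fell from 10.0 ± 5.25 to 0.876 ± 0.150 CPM, a log2 fold change of -3.51 (standard error 0.39, adjusted p = 6.5e-04). The unnamed comp5667 fell to 0.199 ± 0.0897 CPM, a log2 fold change of -4.08 (standard error 0.33, adjusted p = 9.2e-05). The largest rises on cabbage rest on cabbage replicate 3. The unnamed comp11768 had 80188 counts there against 75 and 122 in the other cabbage samples, and its log2 fold change of 11.93 (standard error 2.83, adjusted p = 0.037) came down to 3.75 without that sample. Leaving out any artificial diet sample brought its adjusted p above 0.05, up to 0.15. The paper states that the changes were greatest on tomato, where larvae also grew slowest.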

In this study, a total of 1,275 genes were differentially expressed [44]. In contrast, the salivary glands of the tobacco hornworm (*Manduca sexta*), a specialist of Solanaceae did not exhibit such a dramatic change in gene expression when exposed to different host plants [45].

### Spliceosome pathway genes show significant downregulation in larvae reared on tomato

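Spliceosome members were taken by name, with names known for part of the transcripts, so their values are given without a test of the pathway. Of 31 counted transcripts with such names, 20 were called lower on tomato than on artificial diet and none higher. Of the 21 with a name in the part of S3 Table at hand, 11 were called lower. All 31 had a log2 fold change below 0 (30 of 31 under upper quartile scaling), from -1.44 to -0.07, with a median of -0.63 where the median of all transcripts was 0.04. For the 21 the median was -0.44, where that of the 1420 counted transcripts with a name in the same part of S3 Table was -0.02. An LSM Sm-like family member (comp3748) was at 5.73 ± 2.19 CPM on tomato, 15.8 ± 2.00 on artificial diet and 14.2 ± 3.11 on cabbage, a log2 fold change of -1.44 (standard error 0.24, adjusted p = 0.0025) for tomato against artificial diet in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Small nuclear ribonucleoprotein Sm D2 (comp17271) was at 26.1 ± 9.04 CPM on tomato, 61.5 ± 5.15 on artificial diet and 60.0 ± 8.72 on cabbage, a log2 fold change of -1.23 (standard error 0.22, adjusted p = 0.0030) from the same test. On cabbage against artificial diet, 1 of the 31 was called, the CWC22 homolog comp13355 with a log2 fold change of -0.72, which was chosen after its values were seen. Between cabbage and tomato, 18 were called, all higher on cabbage. Adjusted over the list alone, 47 of 93 comparisons passed, against 39 over all transcripts, but the lists of called transcripts supplied part of the names. The 20 calls on tomato became 13 without artificial diet replicate 3 or without artificial diet replicate 4, and 26 at most with 1 sample left out.

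**Figure D2:**
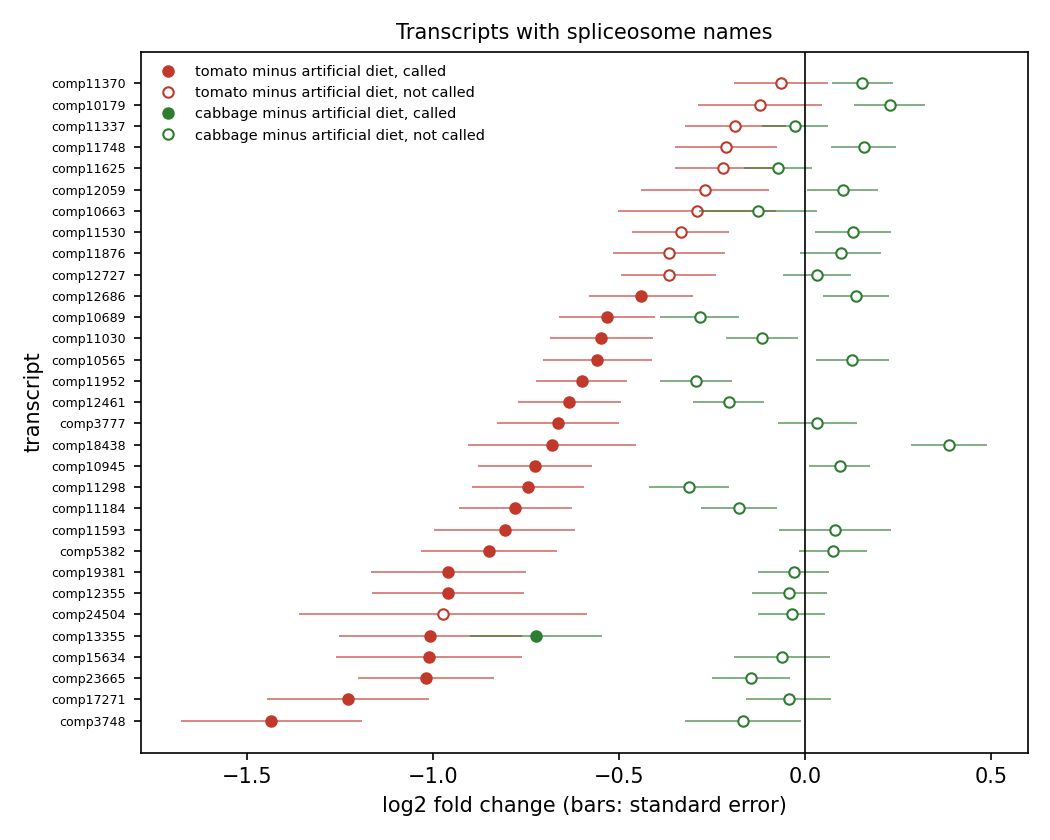
Log2 fold changes against artificial diet (horizontal axis, bars give the standard error) of the 31 transcripts with spliceosome names (vertical axis), on tomato in red and on cabbage in green. Filled points passed the test, 20 on tomato and 1 on cabbage, and open points did not.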

A Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis identified the spliceosome pathway as significantly downregulated (p-value: 1.42X10^-7^) in larvae reared on tomato versus artificial diet. The spliceosome is the ribonucleoprotein complex involved in splicing or intron removal of pre-mRNAs, and is involved in both constitutive and alternative splicing of mRNAs [46]. There is little information about the mechanisms and factors that regulate alternative splicing [47], therefore it is difficult to determine the biological significance of differential regulation of this pathway. Also, even though a downregulation of this pathway is observed, transcription change might not translate to protein change. However, we can make at least three hypotheses of what a downregulation of the spliceosome could mean in this system. First, the stress of feeding on tomato could be causing the insect to downregulate transcription in general, including the splicing machinery. In this case, we would expect the proportion of downregulated genes to be higher than the upregulated ones. However, we did not observe this (Fig 2). 

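Of the 4166 transcripts called between tomato and artificial diet, 54.2% were higher on tomato. The split depends on how the samples are scaled to each other. With upper quartile scaling, 2582 were higher and 1639 lower, a share of 61.2%. With library totals alone, a setting chosen after seeing the data, 957 were higher and 3430 lower, a share of 21.8%. Without tomato replicate 4 the share was 48.0%. The paper reasons that a general lowering of transcription on tomato would give more lower than higher transcripts, and that this was not observed. Read counts give each transcript relative to the others in its sample, and every setting here scales the samples to each other. None of these shares can therefore show or exclude a general lowering.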

Second, the downregulation of the spliceosome alone could be a response to the stress of feeding on tomato and could be impacting the protein synthesis machinery in general. Finally, the downregulation of this pathway could signify that the salivary glands are switching to different variants of some proteins. Alternative splicing allows eukaryotic organisms to increase their proteome without having to remodel their genome extensively, thus providing an efficient plasticity mechanism [48]. In plants, it has been shown that different stresses have a dramatic effect on alternative splicing, including the spliceosome itself [49]. Insects have been shown to have even higher levels of alternative splicing than plants [50] and thus insects could be utilizing a similar mechanism to cope with stresses due to plant defenses. It remains to be determined whether the plant’s defensive mechanism influences this change in the splicing machinery, or if it is an adaptation of the insect. 

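Of the factors that the paper lists under suppression of alternative splicing regulation, 2 were analysed by their ortholog names. U2af 38 kDa (comp12059), also among the transcripts with spliceosome names, was at 40.4 ± 4.29 CPM on cabbage, 37.5 ± 1.34 on artificial diet and 31.0 ± 7.55 on tomato. Sex-lethal variant L (comp12680) was at 9.34 ± 1.59, 6.68 ± 0.651 and 7.81 ± 0.361 CPM. Its largest log2 fold change was 0.48 on cabbage against artificial diet (standard error 0.15, adjusted p = 0.11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 6 comparisons of these 2 transcripts passed that test, over all transcripts or adjusted over the list alone, and DESeq2 called none. An unadjusted p under 0.05 was reached by 1 of the 6. Without tomato replicate 4, both comparisons of U2af 38 kDa with tomato passed, at log2 fold changes of -0.54 against artificial diet and 0.62 for cabbage against tomato. Polypyrimidine tract binding protein and hnRNP A1 are not analysed here.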

Factors that are involved in suppression of alternative splicing regulation were identified in our transcriptome [47], including: polypyrimidine tract binding protein (PTB/HNRNP1), heterogeneous nuclear ribonucleoprotein variant A1 (hnRNPA1), sex lethal variant L (SXL) and U2 auxiliary factor 35 kDA (U2AF35). The availability of this library could provide a useful resource for studying different factors that affect alternative splicing and/or the role of alternative splicing in coping with stress in a non-model organism.

### Candidate genes may play a role in mediating cabbage looper caterpillar interaction with different host plant species

#### Digestion

Saliva is involved in digestion in almost every organism that produces it. Because caterpillars release their saliva through an extra-oral structure (spinneret), this could mean that digestion begins before ingestion. The presence of digestive enzymes in the saliva of insects has been widely studied in aphids and other sucking insects [51,52]. Digestive enzymes have also been identified in the salivary glands of a handful of chewing insects (*Helicoverpa armigera*, *Helicoverpa zea*, *Manduca sexta*)[10,45,53] but their role and differential expression has not been confirmed. We identified numerous transcripts regularly associated with digestion, including alpha-amylases, lipases, proteases, and glucosidases. Many of these transcripts were differentially expressed including serine proteases, carboxypeptidases, and lipases (Fig 3). Most of these were upregulated in the salivary glands of insects reared on tomato plants. 

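By the names known here, 12 counted transcripts fall under digestion, most of them lipases (7). The list holds 1 serine protease. Its name rule also takes a phospholipase C, a cysteine protease of autophagy and a glucosidase of protein glycosylation. It is therefore not the paper's set and does not test the paper's statement on that set. On tomato against artificial diet, 1 of the 12 was called higher and 2 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The protease of S1 Table (comp8423), which has no ortholog name here and is not among the 12, was also called higher on tomato, a log2 fold change of 2.63 (standard error 0.33, adjusted p = 5.4e-04). The paper had picked this protease as raised on tomato in the same samples. A diacylglycerol lipase (comp12457) was higher, at 2.73 ± 0.421 CPM on tomato and 1.33 ± 0.275 on artificial diet, a log2 fold change of 1.03 (standard error 0.26, adjusted p = 0.015). It no longer passed without artificial diet replicate 3, artificial diet replicate 4 or tomato replicate 3, where its adjusted p rose to at most 0.068. Molting fluid carboxypeptidase A (comp2714) was lower, at 0.548 ± 0.0683 against 3.86 ± 0.197 CPM, a log2 fold change of -2.78 (standard error 0.27, adjusted p = 1.3e-04). On cabbage it stood at 1.63 ± 0.190 CPM. A bile salt-activated lipase (comp10961) was lower on both plants than on artificial diet, and a phospholipase B-like transcript (comp11589) was lower on cabbage. Both were chosen after their values were seen. In all, 4 of the 12 were called in at least 1 comparison. That number was 7 without tomato replicate 4. Scaled by library totals alone, a setting chosen after seeing the data, none was higher on tomato and 3 were lower. Adjusted over the list alone, 9 of 36 comparisons passed, against 8 over all transcripts.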

Herde and Howe (2014) observed upregulation of serine proteases and downregulation of lipases in the midgut when cabbage looper caterpillars fed on tomato. In the midgut, several digestive enzymes are secreted through vesicles[54,55]. This is probably also the case in the salivary glands. These compounds could be functioning to digest the plant before ingestion but they could also be helping the already present digestive enzymes in the midgut thus allowing for a faster and more efficient digestion. A similar effect has been previously observed in the American cockroach (*Periplaneta americana*): the amylase present in the midgut is produced in the salivary glands and mixed with the food to aid in digestion occurring in the midgut [56]. The presence of digestive transcripts in the salivary glands of the cabbage looper provides more evidence that caterpillars could be depositing these molecules to aide in pre-ingestive or extra-oral digestion. This would be consistent with previous studies in predaceous arthropods [57], where predators will deliver saliva into the prey in order to aid in digestion prior to ingesting it. Alternatively, the proteases may be involved in adaptation to dietary proteinase inhibitors [58,59] and not just in the breakdown of macromolecules.

**Fig 3:**
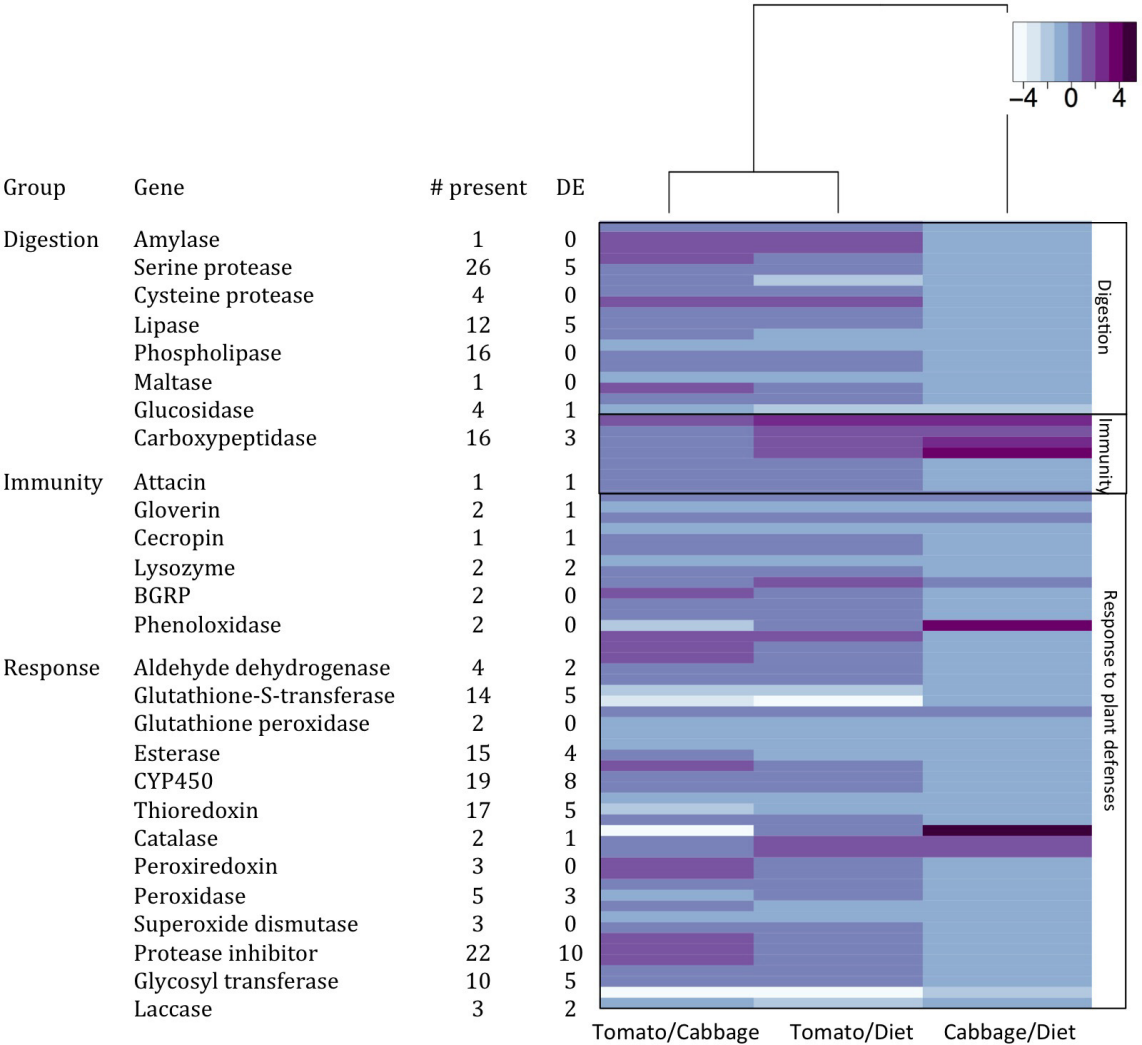
Genes of interest and their differential expression (DE). **A. List of genes of interest identified in the transcriptome of cabbage looper (*Trichoplusia ni*) salivary glands.** # present–indicates number of transcripts identified. DE indicates how many of the identified transcripts were differentially expressed. B. Heatmap of genes of interest in three comparisons–Tomato vs. Cabbage, Tomato vs. Artificial Diet, and Cabbage vs. Artificial Diet. Darker colors (purple) indicate upregulation in each comparison, light blue indicates no significant differential expression and white indicates downregulation. Only transcripts differentially expressed in at least one of the comparisons were included.

#### Immunity

Host plants are known to affect an insect’s immune response [60,61]. For example, in the autumnal moth (*Epirrita automnata*), differences in encapsulation rate were observed depending on food quality [62]. Because of this, we also screened for transcripts involved in immunity (i.e., attacin, cecropin, BGRP, gloverin, lysozymes). Almost 40% of these transcripts (4 out of 11) were differentially expressed (Fig 3). All of these were upregulated when insects were reared on plants compared to artificial diet.

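Names known here give 5 counted immunity transcripts, all of low abundance. On artificial diet, attacin 1 (comp2415), cecropin A (comp7100), gloverin 3 (comp160672) and lysozyme (comp109428) had 2 to 10 counts per sample. On tomato against artificial diet all 5 were called higher, and on cabbage 4 were, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With RLE factors gloverin 3 was not called on tomato, and DESeq2 gave attacin 1 no adjusted p there, so each called 4, all higher. With all 9 samples in one fit, attacin 1, lysozyme and prophenoloxidase activating enzyme no longer passed on cabbage, nor gloverin 3 on tomato. Attacin 1 was at 0.395 ± 0.138 CPM on artificial diet, 2.75 ± 0.728 on cabbage and 18.1 ± 27.3 on tomato. Its log2 fold change was 2.76 on cabbage (standard error 0.34, adjusted p = 0.0012) and 5.45 on tomato (standard error 1.28, adjusted p = 0.011). Cecropin A rose from 0.200 ± 0.0917 CPM to 1.52 ± 0.542 on cabbage, a log2 fold change of 2.87 (standard error 0.46, adjusted p = 0.0056), and to 2.71 ± 1.22 on tomato, a log2 fold change of 3.70 (standard error 0.49, adjusted p = 7.9e-04). Lysozyme rose from 0.302 ± 0.0791 CPM to 4.77 ± 5.36 on cabbage, a log2 fold change of 3.96 (standard error 0.88, adjusted p = 0.029), and to 3.72 ± 4.49 on tomato, a log2 fold change of 3.53 (standard error 0.87, adjusted p = 0.013). Prophenoloxidase activating enzyme (comp206016) was at 1.47 ± 0.0981, 3.14 ± 0.190 and 6.56 ± 5.49 CPM on artificial diet, cabbage and tomato, with log2 fold changes of 1.08 on cabbage (standard error 0.19, adjusted p = 0.0089) and 2.12 on tomato (standard error 0.52, adjusted p = 0.013). Gloverin 3 was called on tomato, a log2 fold change of 2.49 (standard error 0.86, adjusted p = 0.049), and without tomato replicate 3 its log2 fold change was 0.76. Its tomato samples overlapped those on artificial diet, and its call was lost when any artificial diet sample or tomato replicate 3 was left out. It was also lost under 3 settings chosen after seeing the data, library totals alone, removal of the 10 most abundant transcripts and a GC content offset. On cabbage its log2 fold change was 1.96 (standard error 0.64, adjusted p = 0.11), and the likelihood ratio test and DESeq2 called it there. With 1 sample left out in turn, that log2 fold change lay between 1.06 and 2.42. Cabbage replicate 3 had 50 counts of gloverin 3, against 10 and 19 in the other cabbage samples. Tomato replicate 3 was the highest tomato sample for each of the 5. Without it, the log2 fold change of attacin 1 on tomato was 2.56, that of lysozyme 1.88 and that of prophenoloxidase activating enzyme 1.26, and all 3 were still called. Without cabbage replicate 3, that of lysozyme on cabbage was 2.44. Lysozyme on cabbage no longer passed when any artificial diet sample was left out, and attacin 1 and lysozyme on tomato did not without artificial diet replicate 2. Without that sample, 3 of the 5 were called in any comparison. Between cabbage and tomato none passed the test and DESeq2 called none, while attacin 1 reached an unadjusted p under 0.05 and passed edgeR's likelihood ratio test. Adjusted over the list alone, 11 of 15 comparisons passed, against 9 over all transcripts. The names of 4 of the 5, all but lysozyme, come from the lists in S4 Table of transcripts that the study called in these samples. Their calls here are therefore not independent evidence.

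**Figure D3:**
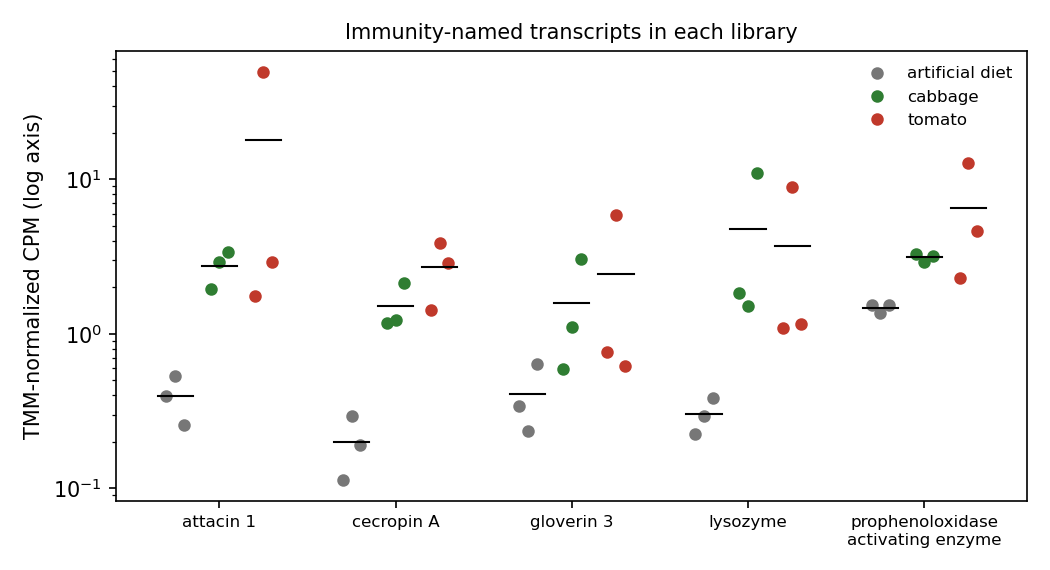
Normalized CPM on a log axis (vertical) of the 5 immunity transcripts (horizontal axis) in each sample, colored by diet, with lines at the means. Every artificial diet sample of attacin 1 lies below 1 CPM, and every sample on either plant lies above 1 CPM.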

Another possibility is that this differential expression could be due to the microorganisms present on the plant surface. The artificial diet contains antimicrobial compounds, which means it should contain fewer microbes. Differences in immunity related genes in the salivary glands of *Manduca sexta* feeding on different host plants has also been observed [45]. The authors of this study suggest that these differences were probably due to different microbial communities associated with different host plants. However, this is yet to be tested. The induction of these immune genes in the saliva of insects feeding on plant provides more evidence that it is important to consider the microbiome associated with each plant, as well as the primary and secondary chemistry when studying plant-insect interactions.

#### Response to plant defenses

We also identified a several detoxification/antioxidant transcripts. These could be having an active role in the detoxification of plant secondary compounds and mitigating oxidative stress. Moreover, some of these proteins could be suppressing or manipulating the signals in the plant to avoid recognition. It has been hypothesized that the evolution of dietary generalism in insects came with the trade off of reduced ability to respond to the defensive compounds of different plant families [63]. However, plasticity in expression of the genes involved in detoxification of such compounds could allow a generalist insect to still feed on multiple chemically divergent plant species. Cabbage and tomato rely on different defensive strategies, utilizing different molecules to ward off herbivores. Cabbage, as part of the Brassicaceae family, contains glucosinolates and to some extent proteinase inhibitors. Glucosinolates are hydrolyzed into isothiocyanates, which are toxic and interact with amino groups of proteins and cleave disulfide bonds [64]. Proteinase inhibitors reduce the availability of sulphur-containing amino acids and cause the hyperproduction of trypsin [65]. In contrast, tomato contains high amounts of phenolics and proteinase inhibitors [64,66,67]. Phenolics affect the insect by forming quinones which react with nucleophilic side chains of amino acids making the amino acids unavailable [68]. Differential expression of genes potentially involved in the detoxification of these compounds was observed (Fig 4).

**Fig 4:**
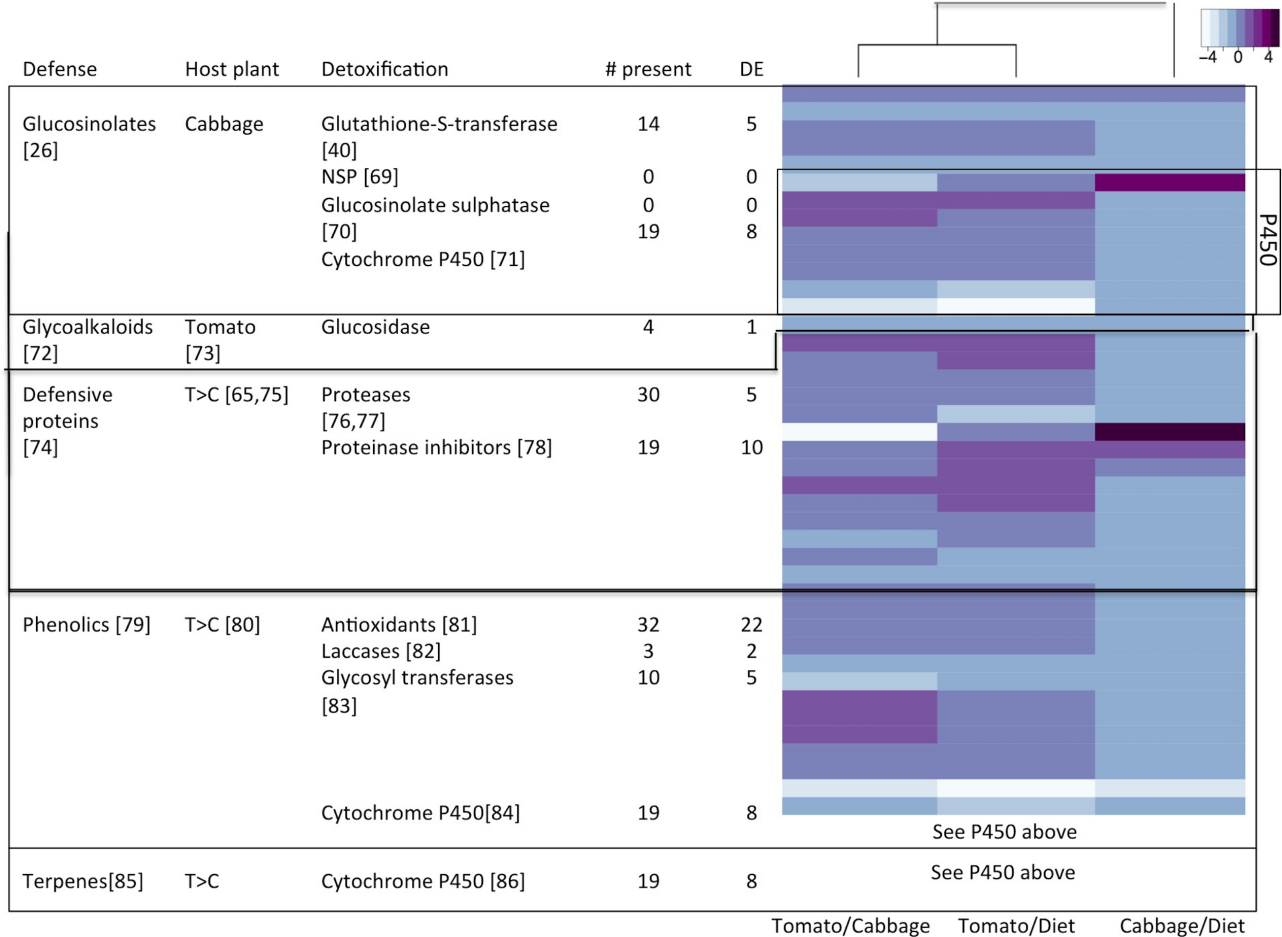
Differential expression (DE) of genes involved in the detoxification of cabbage and tomato specific defenses. A. List of defensive compounds associated with different hosts (cabbage and tomato) and insect-related detoxification genes. B. Heatmap of detoxification genes in three comparisons–Tomato vs. Cabbage, Tomato vs. Artificial Diet, and Cabbage vs. Artificial Diet. Darker colors (purple) indicate upregulation in each comparison, light blue indicates no significant differential expression and white indicates downregulation. Only transcripts differentially expressed in at least one of the comparisons were included [26,40,65,69–86].

Detoxification of plant defensive compounds is typically divided in two phases. In Phase I, toxic compounds are oxidized, hydrolyzed, or reduced; the resulting compounds are normally nonpolar and cannot be excreted directly. In Phase II the compounds from Phase I are conjugated with other compounds such as sugars, sulfate, phosphate, amino acids or glutathione, and then excreted [87]. Among the proteins involved in detoxification are cytochrome P450s, glutathione-S-transferases, glycosyl transferases, aldehyde reductases, esterases, and others. We identified 82 genes involved in detoxification processes, with 42 of them being differentially expressed. Most of these were significantly differentially regulated in the tomato vs. artificial diet comparison, where 39 of the 42 differentially expressed genes were present (25 upregulated and 14 downregulated). 

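For detoxification, 37 counted transcripts have a matching name here, and 26 of them were called in at least 1 comparison. Among the 18 with a name in the part of S3 Table at hand, 11 were. On tomato against artificial diet, 13 of the 37 were higher and 9 lower. On cabbage against artificial diet, 12 were higher and 3 lower, and on cabbage against tomato 10 were higher and 7 lower. With library totals alone, a setting chosen after seeing the data, tomato had 10 higher and 13 lower against artificial diet. Cabbage then had 11 higher and 4 lower against artificial diet, and 14 higher and 4 lower against tomato. By DESeq2, cabbage against tomato had 10 higher and 5 lower. Adjusted over the list alone, 68 of 111 comparisons passed, against 54 over all transcripts, but part of the names comes from lists of called transcripts. The largest change was in laccase 2 (comp5762), at 2235 ± 446 CPM on artificial diet, 437 ± 181 on cabbage and 5.21 ± 0.702 on tomato. Its log2 fold change was -8.73 on tomato (standard error 0.28, adjusted p = 5.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.36 on cabbage (standard error 0.26, adjusted p = 5.7e-04). The next was comp12197, which S3 Table names cytochrome P450, at 15135 ± 3233 CPM on artificial diet, 4274 ± 1749 on cabbage and 97.2 ± 22.2 on tomato. Its log2 fold change was -7.28 on tomato (standard error 0.35, adjusted p = 3.4e-06) and -1.83 on cabbage (standard error 0.29, adjusted p = 0.0054), where the likelihood ratio test did not call it. Glycine, alanine and serine make up 59.4% of its longest reading frame, against 17.1% and 16.0% in the other 2 counted transcripts named cytochrome P450.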

Protease inhibitors, cytochrome P450s, thioredoxins and glutathione-S-transferases were the most prominent detoxification genes that were differentially expressed in response to feeding on plants.

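In these families, the members called in at least 1 comparison were 5 of 8 protease inhibitors, 2 of 3 cytochrome P450s (1 of 2 without comp12197), 3 of 4 thioredoxins and 2 of 3 glutathione-S-transferases among the named transcripts. Many of these names come from the study's own lists of called transcripts. That holds for all protease inhibitors but comp11066, thioredoxins comp17495 and comp9348, glutathione-S-transferases comp15433 and comp17965, and cytochrome P450 comp62175. The fractions therefore do not estimate how much of each family changed. On tomato against artificial diet, 3 protease inhibitors (comp156756, comp8691 and comp9277) were higher and 1 (comp5559) lower, and Kazal-type Spi1 (comp31892) was called between cabbage and tomato alone. Thioredoxins comp12650 and comp17495 were lower on tomato, comp9348 was higher on cabbage, and glutathione-S-transferase comp17965 was lower on tomato. Those without an entry in S1 Table were chosen after their values were seen. Scaled by library totals alone, a setting chosen after seeing the data, 3 protease inhibitors were higher and 3 lower on tomato, and no glutathione-S-transferase was higher. The transcripts of S1 Table for catalase, glutathione-S-transferase, protease, proteinase inhibitor, cytochrome P450 and UDP-glycosyl transferase were all called higher on tomato than on artificial diet, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper had picked these genes as raised on tomato, against cabbage, artificial diet or both, in the same RNA sequencing. Their calls here are therefore not independent evidence. The cytochrome P450 (comp12543) was at 21.2 ± 12.7 CPM on tomato and 4.28 ± 1.06 on artificial diet, a log2 fold change of 2.29 (standard error 0.46, adjusted p = 0.0051). The protease (comp8423) was at 812 ± 351 CPM against 131 ± 16.4, a log2 fold change of 2.63 (standard error 0.33, adjusted p = 5.4e-04), and the catalase (comp27660) at 93.7 ± 23.4 against 34.2 ± 1.67, a log2 fold change of 1.45 (standard error 0.19, adjusted p = 7.2e-04). UDP-glycosyl transferase (comp11498) was at 45.1 ± 26.0 CPM against 12.7 ± 1.81, a log2 fold change of 1.83 (standard error 0.42, adjusted p = 0.0098). The proteinase inhibitor (comp877) was at 4.68 ± 2.68 CPM against 1.13 ± 0.150, a log2 fold change of 2.02 (standard error 0.40, adjusted p = 0.0049). Glutathione-S-transferase sigma 2 (comp15433) was at 174 ± 39.8 CPM on tomato, 227 ± 56.7 on cabbage and 101 ± 18.2 on artificial diet, a log2 fold change of 0.79 (standard error 0.21, adjusted p = 0.017) on tomato and 1.17 (standard error 0.19, adjusted p = 0.0063) on cabbage. Its call on tomato was lost without artificial diet replicate 3, tomato replicate 2 or tomato replicate 3.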

As a defense mechanism against herbivores, some plants induce protease inhibitors that can affect digestibility in the insect, and also release proteases that can cause damage to the insect itself. For example, maize produces a cysteine protease that damages the peritrophic membrane of caterpillars [88]. A way in which insects could counteract this defense is by producing inhibitors that target plant proteases. In fact, it has been shown that the cabbage looper induces cysteine protease inhibitors to counteract cysteine proteases that might degrade their peritrophic membrane[78]. These results point towards an active role of caterpillar saliva in response to plant induced defenses.

Because insects have an open circulatory system, it is expected that all tissues will have a certain level of detoxification capability in order to overcome harmful compounds found in the hemolymph as well as to detoxify compounds produced during regular cellular metabolism. However, some of the compounds identified here as potentially being involved in response to plant defenses (i.e. proteases, protease inhibitors, carboxylesterases, and others) have been identified in the secreted saliva of *Helicoverpa zea* larvae and *Heliconius melpomene* adults [53,89,90]; thus, pointing towards a potential role in extra-oral detoxification. By releasing detoxifying enzymes prior to ingestion, the cabbage looper could both reduce the pressure of detoxification in the midgut and the exposure of the digestive tract to potential toxins.

### Response of detoxification genes when feeding on wildtype and mutant tomato

More differences in expression of detoxification genes were observed in the salivary glands of larvae reared on tomato (Fig 3). To confirm the induction of detoxification genes in salivary glands, cabbage looper larvae were reared on artificial diet and then transferred to def1 mutant and wildtype tomato. Def1 (Defenseless-1) tomato plants are mutants affected in the octadecanoid pathway and thus, upon herbivore attack, they do not induce wound-related defenses [39]. Comparing the salivary glands of caterpillars raised on wildtype and def1 mutant plants, we measured the gene expression of six detoxification genes identified in the RNASeq data as upregulated in tomato versus cabbage and/or artificial diet. The analyzed genes were a catalase, a glutathione-S-transferase, a cytochrome P450, a protease, a protease inhibitor and a UDP-glycosyl-transferase (Fig 5). UDP-glycosyl-transferase was the only gene significantly downregulated in larvae feeding on def-1 mutants compared to wildtype fed. However, there was a trend for higher expression in larvae feeding on wildtype plants for the rest of the genes. Based on this result, we can confirm that detoxification genes are expressed in the salivary glands of cabbage looper, but the expression differences observed in larvae fed on tomato plants versus artificial diets may be due to constitutive differences or the specific defenses associated with the host plants rather than differences in the induced defenses regulated by the octadecanoid pathway. In other words, differences in expression of detoxification genes in the salivary glands will vary more depending on whether the insect encounters a specific type of defense rather than the level of said defense. Also, because higher gene expression does not always translate to higher enzymatic activity [91], future studies assessing changes in enzymatic activity of all these enzymes could provide further evidence of their role in response to plant defenses.

**Fig 5:**
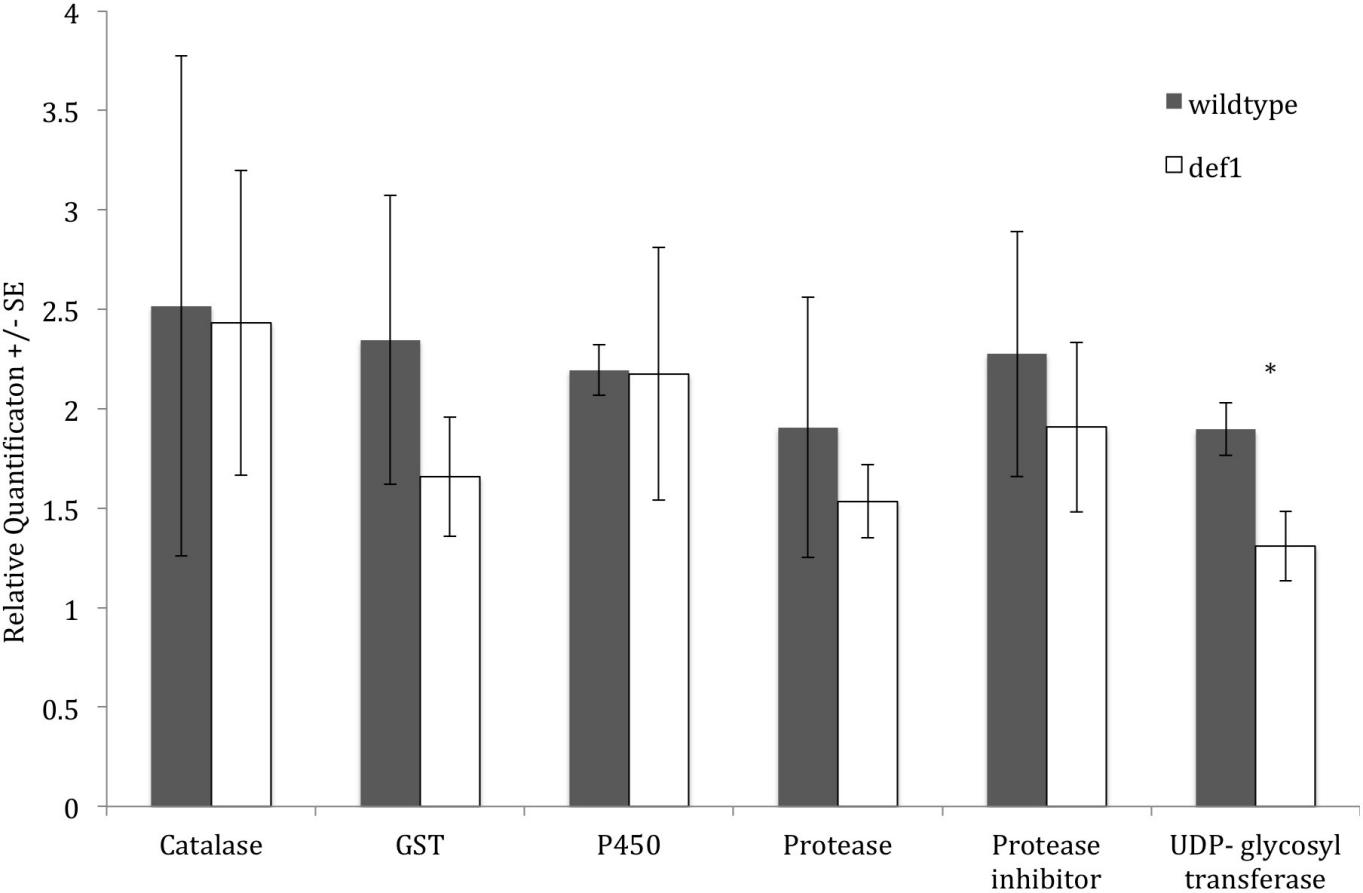
Gene expression of detoxification genes in salivary glands of cabbage looper feeding on wildtype and mutant (def-1) tomatoes. Salivary glands were dissected from 5^th^ instar larvae fed on wildtype or mutant tomatoes and used for real time qPCR analyses. Grey and white bars indicate expression of detoxification genes on salivary glands of larvae fed on wildtype and mutant tomatoes, respectively. Bars indicate standard error. Differences were analyzed using the nonparametric test Mann-Whitney U test. * indicates significance at p<0.05.

### Cabbage looper saliva is plastic and potentially aids in detoxification of plant defensive compounds

In conclusion, transcriptome of the salivary glands of the generalist *Trichoplusia ni*, is plastic. First, diet or host plant has a significant effect on the expression of salivary gland genes. 

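Tested over the 3 diets at once in all 9 samples, 4459 transcripts (34.6% of 12874) differed among diets by edgeR's quasi-likelihood test at an adjusted p under 0.05. The 3 pairwise comparisons together called 4706 transcripts, and 4267 were called both ways. Against artificial diet, 553 transcripts were called on both plants, 542 of them in the same direction, and 215 were called in all 3 comparisons. Both plants were compared with the same artificial diet samples, which alone can make the changes alike. The correlation across transcripts of the log2 fold changes on cabbage and on tomato was 0.455 (Pearson, transcripts are not independent replicates). In 20 simulations in which no diet differed and both plants had the same simulated controls, it lay between 0.428 and 0.476 (median 0.458). At most 1 transcript was then called on both plants, against 553 in the data. Changes due to diet, which the simulations left out, also move this correlation. The simulations therefore cannot tell how much of the 0.455 comes from the shared samples. The number of transcripts that differed among diets lay between 3125 and 5446 with 1 sample left out in turn. From the differences between diets the paper concludes that the salivary gland transcriptome is plastic.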

Second, one of the significantly regulated pathways corresponded to the spliceosome pathway. Changes in this pathway may alter splicing patterns and generate diversity in protein activity and function. Furthermore, we found evidence of expression of digestion and detoxification genes, as well as immune related genes that could be allowing *Trichoplusia ni* to respond not only to differences in host plant, but also to the microbiome associated with the host plants. The availability of this transcriptome library for the cabbage looper salivary glands opens the door to a myriad of research opportunities including using this information for functional studies (i.e. RNAi, CRISPR-Cas9) of specific salivary genes. Using these genomic tools will help elucidate the proximate and ultimate mechanisms that allow generalist insects to establish on a range of hosts.

## Supporting information

S1 Fig Cluster dendogram of biological samples. (TIF) Click here for additional data file.

S2 Fig Validations of RNASeq results using real time qPCR. (TIF) Click here for additional data file.

S1 Table Real time quantitative PCR primers. (DOCX) Click here for additional data file.

S2 Table Trinity assembly statistics. (DOCX) Click here for additional data file.

S3 Table Transcriptome IDs. (XLSX) Click here for additional data file.

S4 Table Differentially expressed genes. (XLSX) Click here for additional data file.

# Supplementary material for: Host plant driven transcriptome plasticity in the salivary glands of the cabbage looper (Trichoplusia ni)
**Source:** PLoS One. 2017 Aug 8;12(8):e0182636. doi: 10.1371/journal.pone.0182636
**Supplement:** S1 Table

| **ID** | **Contig** | **Primer name** | **R-squared** | **Efficiency (%)** | **Sequence 5'-3'** |
| --- | --- | --- | --- | --- | --- |
| Aquaporin | comp155308 | TnAqp1 | 0.99 | 82 | F-GTCAGCCCATTCGTTAGC |
|  |  |  |  |  | R-CATCGAATTCTTCCTTGGATTTG |
| Thiol peroxidase | comp6532 | TnThPx1 | 0.98 | 100 | F-GTGTCGGCATTGGTTTCT |
|  |  |  |  |  | R-CTCCTTGATGAGGGCTTTG |
| Peroxidase | comp12985 | TnPer2 | 0.98 | 97 | F-GACCCGGAGAGAGTAGAAAT |
|  |  |  |  |  | R-GGGTCTGTTAGGTCTCTCATA |
| Hsp90 | comp5870 | TnHsp1 | 0.97 | 87 | F-GATACAACCACCTTCTCAACC |
|  |  |  |  |  | R-CGAGCCCATTGATGAGTATG |
| Peroxiredoxin | comp14252 | TnPXR3 | 0.98 | 84 | F-CTTCTACCCGATGGACTTTAC |
|  |  |  |  |  | R-GTGAGACTTGTCGCTGATG |
| Glutathione Peroxidase | comp15858 | TnGPX1 | 0.99 | 100 | F-ACGGCTGGACAGTTAAATC |
|  |  |  |  |  | R-GGATGTCCTTACACCATTCC |
| Serine/threonine kinase | comp11663 | TnSerkin2 | 0.97 | 100 | F-GCATCTTGCCTTGTCTATCA |
|  |  |  |  |  | R-TGGTACTCCAGTTCCGTATAA |
| **Catalase** | comp27660 | TnCat1 | 0.99 | 91 | F-GAAGTCACCCTTGGCAATAG |
|  |  |  |  |  | R-CTGATGGTTACAGACACATGAA |
| **Glutathione-S-transferase** | comp15433 | TnGST1 | 0.99 | 94 | F-CAAGAAGCAGGAGACCTTAG |
|  |  |  |  |  | R-GAGTAGACGTTGTCGATGAG |
| **Protease** | comp8423 | TniProt | 0.99 | 90 | F-CTCGATCCCTCGTGAGAATA |
|  |  |  |  |  | R-CCTACCGCCAGGACTATTA |
| **Proteinase inhibitor** | comp877 | TniPI | 0.98 | 100 | F-ACAAACCCTTCCTGTTCTTC |
|  |  |  |  |  | R-AACGCCATCTATCGCTTATAC |
| **Cytochrome P450** | comp12543 | TniP450 | 0.98 | 99 | F-GAACCGTGCCCGTTATTT |
|  |  |  |  |  | R-CTGGAACTCCTTCGAGTAAAC |
| **UDP-glycosyl transferase** | comp11498 | TniGlyT | 0.98 | 84 | F-CGTTAGATCGCAACCACTAC |
|  |  |  |  |  | R-GCGACACTTCATTCACTATCA |
| GAPDH | CF259232.1 | TniGAPDH1 | 0.99 | 98 | F-GCCAAGAAGGTCATCATCTC  R- GGTCATCAAACCTTCAACAATC |

Genes in bold were used for detoxification experiments

# Supplementary material for: Host plant driven transcriptome plasticity in the salivary glands of the cabbage looper (Trichoplusia ni)
**Source:** PLoS One. 2017 Aug 8;12(8):e0182636. doi: 10.1371/journal.pone.0182636
**Supplement:** S2 Table

| Total Trinity 'genes' | 30,082 |  |
| --- | --- | --- |
| Total Trinity transcripts | 38,649 |  |
| Percent GC | 41.38 |  |
|  |  |  |
|  | All transcripts | Longest isoform/gene |
| Contig N10 | 5,969 | 5,163 |
| Contig N20 | 4,604 | 3,900 |
| Contig N30 | 3,684 | 3,068 |
| Contig N40 | 2,999 | 2,422 |
| Contig N50 | 2,418 | 1,903 |
|  |  |  |
| Median contig length | 583 | 451 |
| Average contig length | 1,218.82 | 966.31 |
| Total assembled bases | 47,106,062 | 29,068,458 |

How the deposited data were processed for this re-analysis (not part of the article)

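Salivary glands of *Trichoplusia ni* larvae in the fifth instar, reared on cabbage, tomato or artificial diet, were measured by RNA sequencing in 9 samples, 3 per diet, each a pool of 10 gland pairs. According to the paper, the authors trimmed the reads with Trimmomatic, assembled them with Trinity, aligned them to the assembly with TopHat and removed components with few reads. The values used are the deposited read counts per component, without normalization, with one column per sample. The counting tool, the use of strand and the handling of reads that match several components are not named in the paper's text. The second deposited file holds the assembled sequences, 1 per component identifier. How sequences of a component were combined in it is not named in the paper's text.

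The columns were assigned to diets and replicates by their names, which left 0 columns without a sample. The total count per sample was 15679003, 16492568 and 14931589 for cabbage replicates 1, 2 and 3, 15188706, 15082678 and 14310206 for artificial diet replicates 2, 3 and 4, and 11922488, 11159023 and 12918064 for tomato replicates 2, 3 and 4. The TMM factors of the tomato samples were 0.769, 0.745 and 1.00.

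The main analysis was set before the data were examined. Transcripts with a total of at least 10 counts over the 9 samples were kept, which removed none of the 12874. Each pair of diets was fitted separately on its 6 samples in edgeR 4.0.16 under R 4.3.3, with TMM normalization and edgeR's quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over all transcripts, and an adjusted p under 0.05 counted as differentially expressed. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Differences among the 3 diets were tested in all 9 samples with the same test. Expression values are normalized CPM, and distances between samples use log2 CPM with a prior count of 2. With 3 samples against 3, an exact permutation test of a single transcript cannot give a p under 0.1, so p-values are those of the edgeR model, and overlap between samples is given beside them.

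The analysis was tested on simulated data of 12874 transcripts, 100 of them changed 2-fold and 100 changed 4-fold, with the totals and spread of the samples. For cabbage and artificial diet, 57% of the 2-fold and 90% of the 4-fold changes were called. For tomato and artificial diet these were 32% and 80%, for cabbage and tomato 19% and 71%, and for the 3 diets together 39% and 81%. Each pair of diets had 8 false calls and the 3 diets together had 11.

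Alternatives were a likelihood ratio test with tagwise dispersion, all 9 samples in one fit, DESeq2 1.42.0, RLE factors, upper quartile scaling, no filter, filterByExpr, a total of 10 counts over the 6 samples compared, the replicate number as a block, and each sample left out in turn. Distances were also computed with Spearman and Pearson correlations, a prior count of 0.5 and the 500 most variable transcripts. Scaling by library totals alone, removing the 10 most abundant transcripts and a GC content offset were added after seeing the data.

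Transcripts named in the text follow a rule. For each comparison these are the 3 largest rises and the 3 largest falls among called transcripts with a mean of at least 1 CPM and no overlap between diets, of which at most 2 rises and 2 falls without a name are printed. Also named are all contigs of S1 Table, the splicing regulators, all immunity transcripts, and the 2 largest changes among the called members of each other list. Parts of S3 Table and S4 Table had been seen when the rule was written. Lists were filled by name, from the *Bombyx mori* ortholog names in the first 1998 entries of S3 Table and in the parts of S4 Table at hand. The name rule for digestion also takes a phospholipase C, a cysteine protease of autophagy and a glucosidase of protein glycosylation, and the rule for esterases takes a metallophosphoesterase. Enrichment tests were left out, since names are known for part of the transcripts. Expression by qPCR was not analysed here.

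Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and biopython 1.88, limma 3.58.1 and BLAST 2.17.0.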

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

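All tests of explanations in this part were chosen after the results were seen.

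Transcript comp10150, which the paper does not discuss, stood at 25420 CPM on average on tomato, above its level of 3.66 CPM on artificial diet. It was abundant in tomato replicates 3 and 4 (532691 and 156904 counts), while tomato replicate 2 had 297 counts and cabbage replicates 1, 2 and 3 had 108, 69 and 5431. Transcript comp9356 stood at 1589 CPM on tomato and 3641 CPM on cabbage, against 4.01 CPM on artificial diet. The reading frames of comp10150 and comp9356 have 1243 and 1285 codons, and 36.2% of 1187 aligned residues are identical. Among 439 reading frames of at least 1000 codons, 2 hold a sequence signature of polymerases, and both are these transcripts. A few transcripts taking most of the counts do not make the change, since the median log2 fold change of the pair on tomato was 10.15 without scaling factors. Sequence of another organism, such as a virus carried by the larvae or eaten with the leaves, is a candidate source. Whether the pair comes from such a source or from the insect genome cannot be told apart, since no protein database was searched. The low counts on artificial diet may be reads carried over from plant samples or true low levels. The share of the plant counts seen on artificial diet varied 24.8-fold over the pair and the transcripts of cabbage replicate 3 described next, and these transcripts are too few to tell. An effect of the diet itself on these transcripts stays open and was not tested apart from the comparison of diets.

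In cabbage replicate 3, 24 transcripts were at or above 20 CPM and at least 16 times their level in every other sample. No other sample had such transcripts, apart from tomato replicate 2 with 1. These limits were chosen after seeing the values. The largest rises on cabbage against artificial diet rest on this sample, with log2 fold changes of 11.93 for comp11768 and 11.29 for comp3357, which became 3.75 and 3.11 without it. Depth does not account for the pattern, since the total of cabbage replicate 3 was 0.952 of the smaller total of the other cabbage samples. For the 8 of these transcripts with at least 20000 counts, cabbage replicate 1 held 0.0935% to 0.213% of the counts of replicate 3 and cabbage replicate 2 held 0.142% to 0.324%, a spread of at most 2.29-fold. In the samples on artificial diet and tomato the same shares spread 7.15-fold to 42.6-fold. The narrow spread is consistent with reads, RNA or tissue of cabbage replicate 3 carried over into cabbage replicates 1 and 2, or with a small amount of the same tissue in them, and these were not separated. What the transcripts are stays open. Of 20 with a reading frame of at least 100 codons, 7 were in the top 5% of 8485 frames for glycine, alanine and serine, and another tissue or another organism in cabbage replicate 3 cannot be told apart by this. No biological explanation was tested, since the diet is shared with cabbage replicates 1 and 2.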

How the results depend on the processing

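Scaling by library totals alone, removal of the 10 most abundant transcripts and the GC content offset were chosen after seeing the data, and the other settings were planned.

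Between cabbage and artificial diet, the 781 transcripts called became 630 by the likelihood ratio test, 851 by DESeq2, 776 with RLE factors and with upper quartile scaling, 781 without a filter, 861 with filterByExpr and 785 with a total of 10 over the 6 samples. With all 9 samples in one fit they became 324. The likelihood ratio test called 496 of the 781, and one fit called 323 of them. With 1 sample left out the count ranged from 379 to 913, at 379 without artificial diet replicate 4, 386 without artificial diet replicate 3, 482 without cabbage replicate 1 and 499 without cabbage replicate 2. Leaving out a sample leaves fewer samples to test, and beyond that the cause was not tested.

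Between tomato and artificial diet, the 4166 transcripts called lay between 3621 (DESeq2) and 4695 (one fit) over the alternatives on all samples. With 1 sample left out they ranged from 2381 without artificial diet replicate 3 to 5399 without tomato replicate 4, and were 2530 without artificial diet replicate 4. Between cabbage and tomato, the 2618 lay between 2357 (GC content offset) and 3490 (one fit), the block apart. Single samples mattered more, at 686 without cabbage replicate 2, 789 without cabbage replicate 1, 985 without tomato replicate 3, 1081 without tomato replicate 2 and 4352 without tomato replicate 4. Why tomato replicate 4 lowers the counts is taken up under other observations, and the cause was not tested further. In every setting run, no transcript called both in the main analysis and in the setting changed sign.

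With the replicate number as a block, the counts were 261, 3749 and 3696 for cabbage with artificial diet, tomato with artificial diet and cabbage with tomato. The numbers do not show a pairing of samples. Deviations from the mean of the diet correlated at -0.116 to 0.050 between samples of the same number on different diets (7 pairs, median -0.016) and at -0.087 to 0.082 between other pairs (20 pairs), over transcripts. With the block, 1 comparison of the splicing regulators passed, U2af 38 kDa between cabbage and tomato. The cause was not tested.

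Between tomato and artificial diet, 54.2% of the called transcripts were higher on tomato. The share was 51.5% by DESeq2, 52.2% with RLE factors, 61.2% with upper quartile scaling (2582 higher and 1639 lower), 51.5% without the 10 most abundant transcripts and 51.7% with the GC content offset. Scaled by library totals alone it reversed to 21.8% (957 higher and 3430 lower, against 2260 and 1906). With 1 sample left out it ranged from 48.0% without tomato replicate 4 to 55.9% without tomato replicate 2, so it also reversed without tomato replicate 4. Scaling moved the median log2 fold change of all transcripts, which was 0.04 with TMM, 0.12 with upper quartile scaling and -0.38 with library totals. For cabbage against tomato it was -0.03, -0.13 and 0.32, and there 1221 higher and 1397 lower became 934 and 1698 with upper quartile scaling and 1968 and 599 with library totals. For cabbage against artificial diet, library totals gave 333 higher and 528 lower, against 442 and 339. Which scaling is right was not tested.

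The ratio of Euclidean distances, 0.682, was 0.769 with the 500 most variable transcripts and ranged from 0.617 to 0.716 with 1 sample left out. The cause of these moves was not tested. The ratio was 0.490 with 1 minus the Spearman correlation and 0.461 with 1 minus the Pearson correlation. Those measures scale as a squared distance, so their ratios cannot be set beside 0.682 directly and do not show by themselves that the result moved. Under complete linkage the tomato samples were still alone in 1 of 2 clusters.

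Transcripts differing among the 3 diets, 4459 in the main analysis, lay between 4289 and 4510 on all samples (the block apart) and between 3125 and 5446 with 1 sample left out. Of the lists, detoxification transcripts called numbered 26, with 22 to 29 when 1 sample was left out, and comparisons of S1 Table contigs 21, with 14 to 23. Digestion transcripts called numbered 4, with 3 to 7, and 7 without tomato replicate 4. Immunity transcripts called numbered 5, with 3 to 5, and 3 without artificial diet replicate 2. The comparisons of splicing regulators past the threshold numbered 0, with 0 to 2, and 2 without tomato replicate 4. The likelihood ratio test and DESeq2 gave 0, and 1 reached an unadjusted p under 0.05. Transcripts with spliceosome names lower on tomato numbered 20, with 18 under upper quartile scaling, 26 with library totals alone and 13 to 26 when 1 sample was left out. The lowest, 13, came without artificial diet replicate 3 or without artificial diet replicate 4. The core list had 16. Where a sample was left out, fewer samples were tested, and beyond that the cause was not tested.

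The naming rule gives 95 values of transcripts. Of the 61 past the threshold, none changed sign in any setting. Of the 34 others, 11 changed sign in at least 1 setting, and none of these passed there. For cabbage against tomato, these were attacin 1 (-2.69, and 0.21 without tomato replicate 3), gloverin 3 (-0.54, and 1.20 without tomato replicate 3) and lysozyme (0.41, and -1.08 without cabbage replicate 3, -0.01 without tomato replicate 2 and -0.02 without tomato replicate 4), and with library totals alone comp11663 (-0.21, and 0.15), comp14252 (-0.37, and 0.01) and comp15858 (-0.27, and 0.10). For tomato against artificial diet they were Hsp90 (0.50, and -0.29 without tomato replicate 4) and Sex-lethal variant L (0.23, and -0.20 with library totals alone). For cabbage against artificial diet they were comp12543, comp17271 and comp6532, with log2 fold changes near 0. DESeq2, which gives some of them no adjusted p, took 1 below the threshold and 3 above it, the likelihood ratio test 5 and 4, one fit 6 and 1, the replicate block 8 and 5, RLE factors 1 and 0, library totals alone 7 and 1, removal of the 10 most abundant transcripts 1 and 0, and the GC content offset 1 and 0. Upper quartile scaling, no filter, filterByExpr and the total over 6 samples changed none of those tested. With 1 sample left out, 2 to 14 were lost and 0 to 5 gained.

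The tests fry, camera and its estimated correlation, the Fisher test of lower calls, and the comparison with transcripts of matched expression were not run, since names are known for part of the transcripts. Taking the longest sequence per component changes nothing, as the file holds 1 per component identifier. Depth limits transcripts with few counts, among them attacin 1, cecropin A, gloverin 3 and lysozyme, which had 2 to 10 counts per sample on artificial diet.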

Differences from the paper's values

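The N50 of the deposited sequences was 3669 bases, where the paper's S2 Table gives 2418 for all transcripts and 1903 for the longest isoforms. The alternatives set before the data were examined include none that changes the N50, so none gave the paper's value. Counting stretches that a sequence repeats once, chosen after seeing the sequences, gave 2073.

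Of the 630 transcripts that the paper's S4 Table calls between cabbage and artificial diet, 496 (78.7%) were called here, all in the same direction. The likelihood ratio test with tagwise dispersion, an alternative set before the data were examined, called 630, with 366 higher and 264 lower on cabbage, as the paper reports. Of 32 transcripts under the naming rule, 4 have another call between cabbage and artificial diet than in the paper's S4 Table. Gloverin 3 (comp160672) has an adjusted p of 0.0216 in the paper's S4 Table and 0.108 here, and is called by the likelihood ratio test, DESeq2 and the fit with a replicate block, and without cabbage replicate 1. The protease comp8423 (the paper's adjusted p 0.0964, here 0.010) and comp12197 (the paper's 0.176, here 0.0054) are called here and are not called by the likelihood ratio test. Hsp90 (comp5870) is not in the paper's list, is called here with an adjusted p of 2.7e-04, and is not called by the likelihood ratio test or with all 9 samples in one fit. The protease is also not called with all 9 samples in one fit, with a replicate block or without artificial diet replicate 3.

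In the parts of the paper's S4 Table at hand, all 5106 entries with a direction label carry a label opposite to the sign of their log2 fold change. The label was taken as the direction. For the 42 values of named transcripts compared, the label gives the direction found here, and the log2 fold change in S4 Table has the opposite sign.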

Other observations

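The thinning of the counts and the search for repeated stretches in the assembly were chosen with the counts and the sequence lengths already known, before the values of these tests were seen. Apart from these and the regroupings of samples, the tests of explanations in this part were chosen only after the result was seen.

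Other splits of the 6 samples of a comparison into 3 and 3 gave 0 called transcripts in each of the 3 comparisons, against 781, 4166 and 2618 for the real splits. So 1 of 10 splits, the real one, was as large in each. With 10 splits the share is never below 0.1, and chance cannot be excluded by this count for any of the 3 comparisons. For the 3 diets together, 1 of 100 groupings was as large, the real one with 4459 transcripts. The highest of the others had 2952 and their median was 0, so chance can be excluded.

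More transcripts were called against artificial diet on tomato than on cabbage, with a ratio of 5.33. Depth does not account for it, since with every sample thinned to 11159023 counts the ratio was 6.24. Nor does a few transcripts taking most of the counts, with a ratio of 5.10 as the lower value without scaling factors or without the 10 most abundant transcripts, or GC content bias, with a ratio of 4.86. An effect of the diet stays open as a hypothesis, and the spread between samples on each diet limits each count.

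The assembly has a longer N50 than S2 Table gives. With stretches of at least 60 bases that a sequence repeats counted once, the N50 was 2073 bases, 1.09 times the paper's value for the longest isoforms. This is consistent with sequences that hold several isoforms of a component joined end to end. The test was run on the total of repeats and does not show how the sequences were joined.

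Silk fibroin light chain (comp13590), comp12197 and comp3346 fell on tomato by log2 fold changes of -8.53, -7.28 and -9.03 relative to artificial diet. On cabbage comp12197 was also called lower (log2 fold change -1.83, adjusted p = 0.0054 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and comp13590 (-0.99, adjusted p = 0.10) and comp3346 (-0.25, adjusted p = 0.71) did not pass. Neither a few transcripts taking most of the counts nor GC content bias accounts for it, since the median of the 3 was -8.57 at the highest without scaling factors or without the 10 most abundant transcripts, and -8.49 with the GC content offset. Less silk-producing tissue among the dissected glands, or less expression in the same tissue, cannot be told apart. The 3 fold changes spread over 1.75, and the 3 were chosen for the pattern, without a list of marker genes. An effect of the diet stays open. The paper gives the age of the sampled larvae only as a minimum time after the molt. Their age within the fifth instar is not known here and was not tested.

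S3 Table names comp12197 cytochrome P450. Glycine, alanine and serine make up 59.4% of the residues in its longest reading frame (384 codons), which ranks 2 of 8485 frames. That is 3.47 times the higher share among the other 2 counted transcripts of that name, 17.1% and 16.0%. This is consistent with a name from an ortholog match that the reading frame does not bear out. The test was one of composition, and no protein database was searched.

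Tomato replicate 4 lay nearer the samples of the other diets than tomato replicates 2 and 3 did. Its mean distance was 90.4 to cabbage, against 106 for each of the other two, and 101 to artificial diet, against 114 and 118. Gland RNA of larvae on artificial diet mixed into it would bring the same share from transcripts that are higher and from those that are lower on tomato. The median share was 72.7% from 16 transcripts higher on tomato and 0.625% from 23 lower on tomato, 72.0 points apart, which argues against mixing. With cabbage as the source, it was 92.1% from 6 transcripts higher on tomato and -0.172% from 11 lower on tomato, 92.3 points apart, which argues against that mixing too. A swapped label with another diet would leave a sample of cabbage or artificial diet closer to tomato than to its own diet, and 0 were. The spread of expression between pools of larvae on tomato stays open and was not tested.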
